A study of Danio rerio with 2 samples. Its data were reported in "Mgat4b-mediated selective N-glycosylation regulates melanocyte development and melanoma progression" (2025).

How the data were processed

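Single cells that carried green fluorescent protein (GFP) under the *mitfa* promoter were sorted from zebrafish embryos at 36 hours post fertilisation (hpf) and profiled by droplet single-cell RNA sequencing (10x Genomics, 3′ chemistry with unique molecular identifiers, UMIs). There was 1 library of control cells and 1 library of *mgat4b* mutant cells. The authors deposited a matrix of UMI counts per gene and cell barcode for each library, which they had made with Cell Ranger against the Ensembl GRCz11 genome; the deposited counts are whole numbers, not normalized and not filtered beyond the cell calling of that pipeline. The cluster labels of the study were not used here, so all clusters and names were rebuilt.

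Cells with more than 200 detected genes and under 5% mitochondrial UMIs were kept, as in the methods of the study. The libraries were integrated with Seurat 5.3.0 in R 4.3.3 (anchors from 2000 features and 30 dimensions) and clustered on 13 dimensions by the Louvain method at resolution 0.07, the setting of the study, and at resolution 1. The study drew the mutant library down to the cell number of the control; here all passing cells were kept and the draw was run as an alternative. Doublets were kept. Scrublet (scanpy 1.11.5) with its automatic threshold marked 1 control cell and 0 mutant cells and so did not work on these libraries; the alternative without doublets left out the highest scores at an assumed rate of 0.8% per 1000 cells, which marked 27 control and 127 mutant cells.

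Clusters at resolution 1 were named from marker lists for 21 cell classes that were fixed before the data were examined. The scoring was set after the leading genes of the clusters had been seen. A cluster took the name of the class with the most markers among its top 50 genes by fold over all other cells (CPM plus 5, genes in at least 25% of its cells), given at least 3 markers, and stayed unnamed if another class had more markers among its top 10 genes or if its median depth was over 3 times below that of its library with no marker of its own in the top 10. A further clause was added after the class shares had been seen: a tie with another class in the top 10 leaves a cluster unnamed. That clause decides the place of the largest low-depth cluster, which tied between epidermis and hatching gland, and the result without it is given with the alternatives. Unnamed clusters held 46.2% of control cells and 21.5% of mutant cells.

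With 1 library per group no test was run and no p-value is given. UMIs were summed over cells and given as CPM (UMIs of a gene scaled to a fixed library total) with exact Poisson intervals, ratios of mutant over control with exact conditional binomial intervals, and shares of cells with exact (Clopper-Pearson) binomial intervals; ratios of shares carry Katz intervals. Where no cell was found, the limit given is 3 counts of the total. All intervals are at the 95% level and cover counting error only, not the spread between animals or libraries. For shares of cells with a UMI, each cell was thinned to 836 UMIs, the 25th percentile of the control library, which left out 441 control and 275 mutant cells. A marker gate counted thinned cells with at least 3 different markers of a class. Gene lists were summarised by the median log2 ratio (prior of 0.5 UMI) and its percentile among 10000 random lists matched on mean expression, for all cells and for the 5 classes with at least 50 cells in each library. Genes past the size rule had at least 50 UMIs, a CPM ratio of at least 2 in either direction and an interval that excluded 1. The genes named are *mgat4b*, 22 genes that the study names for its populations, and genes among the 3 largest ratios in each direction with at least 200 UMIs. The size rule was tested on simulated data for all passing cells (18119 genes, 200 of them changed 3-fold). It recovered 93.0% of the changed genes and passed 15 unchanged genes. The simulated counts had counting error only, with no spread between cells, animals or libraries. The number of unchanged genes that passed is therefore not an estimate for the real libraries.

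Alternatives covered the cell filter, doublets, the draw of mutant cells, integration, dimensions, resolution, gates, thinning depth, scaling (edgeR 4.0.16 TMM factors; totals without mitochondrial and ribosomal protein genes; means of per-cell CPM), the size rule and the prior. Those chosen after the data had been seen were *mgat4b* under TMM scaling, results without the low-depth cluster for *mgat4b*, the study genes and the gene lists, shares among cells of at least 1000 UMIs, and the naming of tied clusters. The classes of the cells that pass a gate, the place of the low-depth cells in other clusterings, the mix of pigment classes and ratios without the cell with most UMIs of a gene were also examined after the data had been seen. No coordinates are given, because no annotation of GRCz11 was used here.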

Results

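The data consisted of 1 control library and 1 *mgat4b* mutant library of GFP-positive cells sorted at 36 hpf. *mgat4b* encodes a glycosyltransferase that adds a branch to *N*-glycans. The mutant cells came from embryos in which Cas9 was targeted to *mgat4b* under the *mitfa* promoter, which is active in pigment progenitors. The control library held 1923 cell barcodes with 17502003 UMIs, and the mutant library held 4120 barcodes with 31032783 UMIs. The filter kept 1771 control cells and 3860 mutant cells. The libraries differed in the distribution of depth. The median was 4919 UMIs per passing cell in the control and 6480 in the mutant, while the lower quartile was 836 UMIs in the control and 3040 in the mutant. Cells under 1000 UMIs made up 30.2% of control cells and 9.22% of mutant cells.

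**Figure D1:**
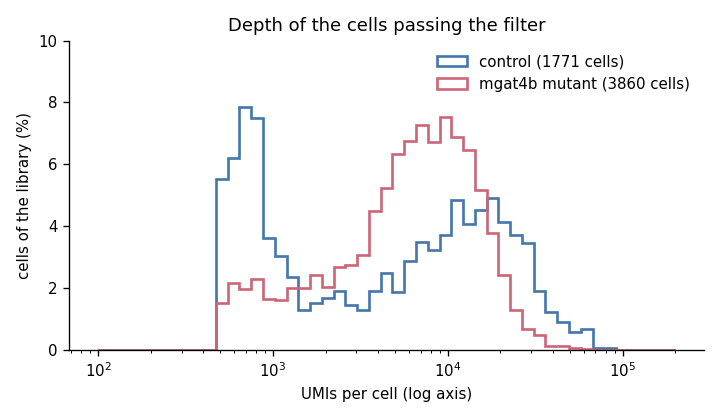
UMIs per passing cell (log axis) as a percent of the cells of each library, control in blue and mutant in red. The control library has a peak below 1000 UMIs, where 30.2% of its cells lie against 9.22% of mutant cells.

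The level of *mgat4b* (ENSDARG00000004115) was examined first, because it is the targeted gene. It reached 80.8 CPM (95% interval 76.6 to 85.1, 1380 UMIs) in the control and 64.3 CPM (61.5 to 67.2, 1958 UMIs) in the mutant. The mutant over control ratio was 0.796 (0.743 to 0.854). A cut by Cas9 need not lower a transcript, so this level does not measure the rate of mutation. The ratio covers all sorted cells and so also depends on their mix. Neuron-like cells, not a pigment class, held 515 of the control UMIs, at 161 CPM. They held 292 of the mutant UMIs, at 116 CPM. In thinned cells an *mgat4b* UMI was present in 6.32% of control cells and 4.27% of mutant cells; without thinning the shares were 18.0% and 17.3%. At a thinning depth of 4919 UMIs the ratio of the shares was 1.01, against 0.676 at 836 UMIs. In xanthophore-like cells, a pigment class, *mgat4b* had 26 UMIs in the control and 271 in the mutant, a CPM ratio of 1.44 (0.960 to 2.24), so a lower level was not detectable there.

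The study asked which populations of sorted cells change when *mgat4b* is disrupted. At the resolution of the study the passing cells formed 12 clusters. Cluster 2, which stayed unnamed, held 34.2% (32.0 to 36.5) of control cells and 8.34% (7.49 to 9.26) of mutant cells, a ratio of 0.244 (0.216 to 0.276). Its median depth was 725 UMIs in the control and 817 in the mutant, and its leading genes were *apoa1a*, *si:dkey-269i1.4*, *bhmt*, *he1.1* and *he1.2*. The ratio was 0.100 at resolution 0.15, which moved it most, and 0.476 at resolution 0.04. Without the cell filter 73.5% of its 928 cells, and without integration 77.9% of them, lay in a larger cluster with ratios of 0.633 and 0.643. Under the stricter cell filter 255 of its cells were left, 8.01% of control and 4.38% of mutant cells (0.547, 0.429 to 0.698), and 57.3% of these lay in a cluster with a ratio of 4.48. The xanthophore-like cluster held 29 control cells (1.64%, 1.1 to 2.34) and 326 mutant cells (8.45%, 7.59 to 9.37), a ratio of 5.16 (3.54 to 7.51). The iridophore-like cluster held 16 control cells (0.903%) and 52 mutant cells (1.35%), a ratio of 1.49 with an interval that included 1 (0.854 to 2.60).

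**Figure D2:**
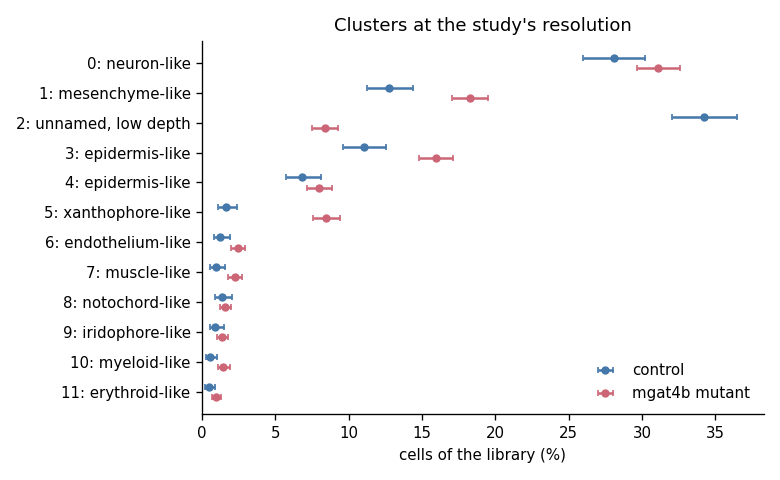
Percent of the cells of each library in each of the 12 clusters, with exact binomial intervals that cover counting error only (control blue, mutant red). Cluster 2, of low depth, holds 34.2% of control and 8.34% of mutant cells, and cluster 5 holds 1.64% and 8.45%.

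At resolution 1 the cells formed 24 clusters, which gave 14 named classes. Xanthophore-like cells made up 1.64% of control and 8.39% of mutant cells, a ratio of 5.13 (3.52 to 7.46). Neural crest-like cells made up 1.19% and 3.39%, a ratio of 2.86 (1.81 to 4.52). Epidermis-like cells made up 12.3% and 13.6%, a ratio of 1.11 with an interval that included 1 (0.956 to 1.28). This last value depended on the naming of the largest low-depth cluster, and with that cluster counted as epidermis-like the ratio was 0.385. Because that cluster takes up much of the control library, the shares of most other classes are lower there. Among cells outside it the ratio was 3.64 (2.5 to 5.29) for xanthophore-like, 2.03 (1.29 to 3.2) for neural crest-like and 1.06 (0.606 to 1.85) for iridophore-like cells. There it was 0.786 (0.680 to 0.908) for epidermis-like and 0.596 (0.514 to 0.692) for neuron-like cells. Over all cells the ratio of neuron-like cells was 0.841 (0.723 to 0.978). No cluster was named melanophore-like.

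**Figure D3:**
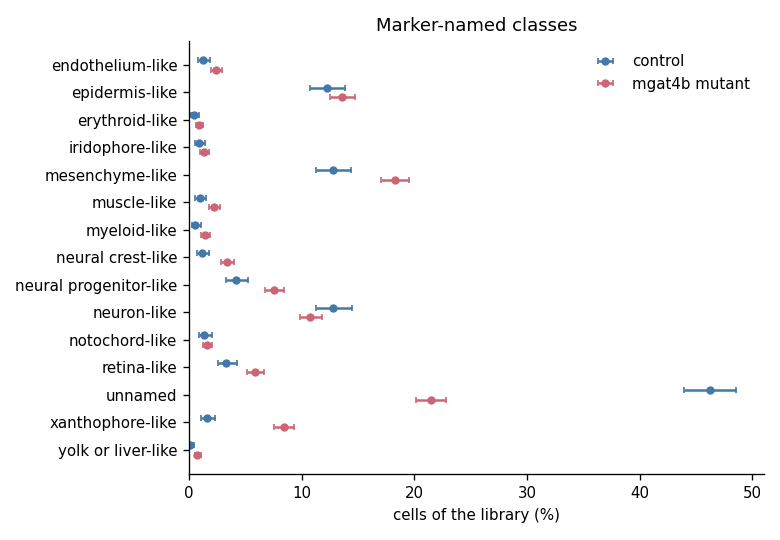
Percent of the cells of each library in the 14 marker-named classes and in unnamed clusters, with exact binomial intervals that cover counting error only (control blue, mutant red). Unnamed clusters hold 46.2% of control and 21.5% of mutant cells.

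The marker gate, which uses no clustering, gave the same direction for xanthophores. In thinned cells 28 of 1330 control cells (2.11%, 1.40 to 3.03) and 338 of 3585 mutant cells (9.43%, 8.49 to 10.4) passed it, a ratio of 4.48 (3.06 to 6.55). Without thinning the shares were 2.48% and 11.7%. Among neuron-like cells, which should lack these markers, 0 of 219 thinned control cells, which allows a share of up to 1.37%, and 5 of 404 thinned mutant cells (1.24%) passed it. The melanophore gate was passed by 3 control cells and 24 mutant cells, a ratio of 2.97 with an interval that included 1 (0.895 to 9.84). The interval excluded 1 when cells were thinned to the median (3.45, 1.74 to 6.83), with a gate of 2 markers (4.90, 1.98 to 12.1) and without thinning (2.87, 1.92 to 4.29). No neuron-like cell passed it at the median depth, where 69.6% of the passing cells were xanthophore-like, and within that class the ratio was 1.07 (0.547 to 2.11). The mix differed in the thinned cells of the main analysis. There 63.0% of the passing cells were neural crest-like, among them all 3 control cells, and 33.3% were xanthophore-like. Within neural crest-like cells the ratio was 0.735 there, with an interval that included 1 (0.232 to 2.33). The iridophore gate was passed by 14 and 48 cells, a ratio of 1.27 (0.704 to 2.30). The epidermis gate was passed by 665 of 1330 thinned control cells and by 983 of 3585 thinned mutant cells (27.4%), a ratio of 0.548 (0.508 to 0.591), and by 98.4% and 69.8% without thinning, a ratio of 0.710. It was also passed by 22.8% and 11.1% of thinned neuron-like cells and by 97.4% and 60.1% of unthinned ones, so it does not count epidermal cells alone. The neural crest gate was passed by 0 of 1330 control cells, which allows a share of up to 0.226%, and by 7 mutant cells (0.195%), so a difference was not detectable at this depth. Without thinning it was passed by 4.01% and 7.02%, a ratio of 1.75 (1.36 to 2.26); 40.4% of these cells were xanthophore-like, and 6.61% of control and 1.44% of mutant neuron-like cells passed it.

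The study describes its depleted population by markers of 3 pigment cell types, and their presence together in single cells was counted here. A UMI of *aox5*, *mitfa* and *pnp4a* together was found in 2 of 1330 thinned control cells (0.15%, 0.0182 to 0.542) and in 10 of 3585 thinned mutant cells (0.279%, 0.134 to 0.512). The product of the single-gene shares was 0.00052% and 0.00697%. All of these thinned cells were xanthophore-like in both libraries. Within xanthophore-like cells the combination was found in 7.41% (0.910 to 24.3) of control and 3.25% (1.57 to 5.89) of mutant cells, against products of 3.25% and 1.89%, which lay inside these intervals. Without thinning it was found in 58.6% (38.9 to 76.5) and 38.3% (33.0 to 43.8) of xanthophore-like cells, a ratio of 0.653 (0.467 to 0.913), with median depths of 6542 and 4664 UMIs. The products were then 48.7% and 29.0%, and that of the mutant lay below its interval. Without thinning the combination was found in 1.07% of control and 3.37% of mutant cells. In neuron-like cells, which should lack these genes, it was found in 0 of 219 thinned control cells, which allows a share of up to 1.37%, and in 0 of 404 mutant cells, with median depths of 9466 and 5216 UMIs before thinning. The ratio of the shares was 1.85 (0.407 to 8.46) at 836 UMIs, a depth at which a difference was not detectable. It was 2.47 (1.28 to 4.78) when cells were thinned to the median and 3.14 (1.95 to 5.06) without thinning.

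Of the 22 genes that the study names, 13 were higher and 7 lower in the mutant over all passing cells, by intervals that excluded 1. With TMM scaling, a factor that evens out the bulk of genes, 15 were higher and 6 lower. *aox5* had 27.9 CPM in the control and 114.9 CPM in the mutant (ratio 4.11, 3.74 to 4.54), *mitfa* 12.9 and 45.5 CPM (3.54, 3.06 to 4.095), and *csf3b* 2.28 and 13.6 CPM (5.94, 4.27 to 8.48). A higher level of *aox5* (1.03, 0.929 to 1.14) or *mitfa* (0.783, 0.613 to 1.01) was not detectable within xanthophore-like cells. The ratio of *tyrp1b* over all cells was 3.76 (2.94 to 4.85). Within neural crest-like cells, with 21 control cells, *tyrp1b* (1.87, 1.42 to 2.51) and *mitfa* (3.97, 1.86 to 10.1) were higher in the mutant. The control UMIs there were 59 and 7. Intervals of *sox10* and *foxd3* there included 1. Over all cells *elavl3* was lower, with 664 and 392 CPM (0.591, 0.576 to 0.607), as was *itga6b* (0.623, 0.586 to 0.663). Within neuron-like cells, a class named in part by *elavl3*, its level was higher, with 2538 and 3461 CPM (1.36, 1.32 to 1.41), and by the mean of per-cell CPM its ratio over all cells was 0.926. The ratio of *rac2* was 1.22 by summed UMIs and 0.613 by the mean of per-cell CPM, and that of *lgals1l1* was 1.42 and 0.622. By the mean of per-cell CPM the ratio of *csf3b* was 3.095 and that of *aox5* 4.52, and *rgs2* went from 2.58 to 1.25.

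**Figure D4:**
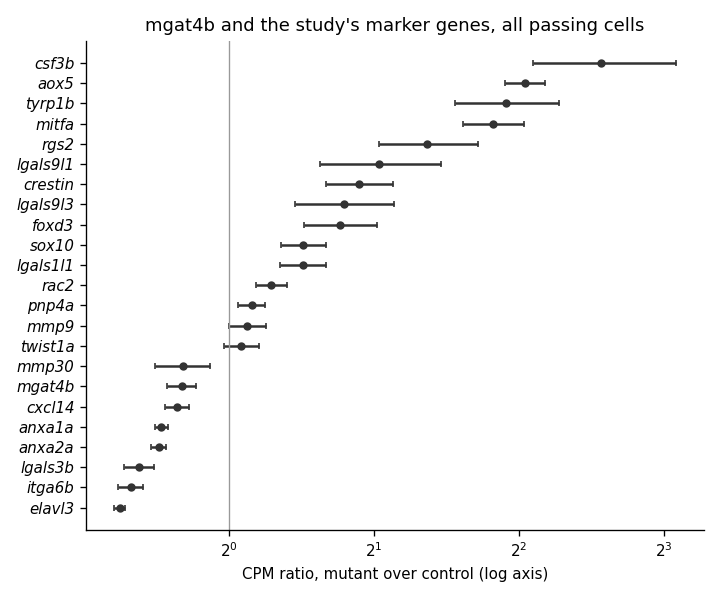
CPM ratio of mutant over control (log axis) for *mgat4b* and the 22 genes over all passing cells, with intervals that cover counting error only. By summed UMIs *csf3b* has the highest ratio (5.94) and *elavl3* the lowest (0.591); by the mean of per-cell CPM *aox5* (4.52) lies above *csf3b* (3.095).

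Galectin and migration genes were examined by class, because the study describes its depleted population by them. Over the 11 genes, 63.6% of UMIs of both libraries lay in epidermis-like cells, 11.5% in myeloid-like cells and 1.70% in xanthophore-like cells. The largest low-depth cluster at resolution 1 held 2.78%, but relative to its own UMIs its level was above that of epidermis-like cells for *lgals3b* (325 against 248 CPM over both libraries) and *rac2* (222 against 175 CPM). For *rac2* this order held in the control (234 against 159 CPM) but not in the mutant (179 against 189 CPM), where that cluster had 22 UMIs. Myeloid-like cells held 92.5% of *csf3b*, 86.7% of *lgals9l1* and 59.2% of *rgs2* UMIs, while epidermis-like cells held 86.4% of *mmp30*, 84.6% of *lgals1l1* and 79.1% of *itga6b* UMIs. Within the myeloid-like class, of 10 control and 56 mutant cells, the ratio was 1.73 (1.21 to 2.57) for *csf3b* and 0.601 (0.438 to 0.839) for *lgals9l1*. Xanthophore-like cells held 22.7% of *rgs2* UMIs. There *rgs2* (0.506, 0.319 to 0.831), *itga6b* (0.163, 0.0674 to 0.402) and *mmp30* (0.193, 0.0527 to 0.771) were lower in the mutant, the last 2 on few UMIs. Intervals of the other genes there included 1. Keratins made up 0.349% of control and 0.111% of mutant UMIs of xanthophore-like cells. Since *itga6b* and *mmp30* lay mainly in epidermis-like cells, more epidermal RNA among the control cells is not excluded for these 2 genes. In neural crest-like cells *rgs2* was lower, with 17 control and 2 mutant UMIs. Within epidermis-like cells the median log2 ratio of the 11 genes was 0.38, at percentile 99.8 of random lists, and 9 of the genes were higher. The median was 0.30 (percentile 94.35) in mesenchyme-like and 0.39 (percentile 90.9) in neural progenitor-like cells. It went the other way in retina-like (-0.84, percentile 0.795, 8 of 9 genes lower) and neuron-like cells (-0.47, percentile 21.4, 8 of 11 lower). Counting intervals reached 0 in neural progenitor-like, retina-like and neuron-like cells.

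**Figure D5:**
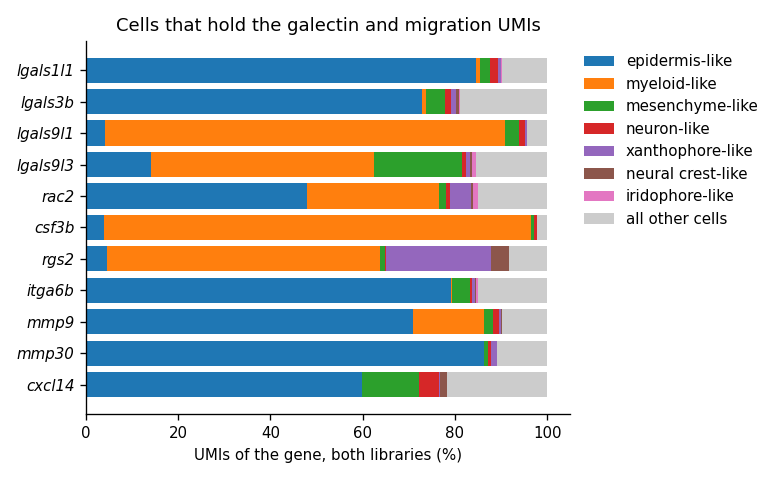
Percent of the UMIs of each galectin and migration gene, summed over both libraries, that lay in each class. Epidermis-like cells hold 84.6% of *lgals1l1* UMIs and myeloid-like cells 92.5% of *csf3b* UMIs.

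Over all cells the median log2 ratio of the 18119 genes with at least 50 UMIs was -0.15 by total UMIs, and list medians are to be read against it. The p53 response list (13 of 15 genes present) had a median of 0.46, at percentile 100 of random lists. Its median was 0.47 in mesenchyme-like, 0.28 in epidermis-like, 0.59 in neural progenitor-like and 1.24 in retina-like cells, and -0.23 in neuron-like cells. No list was computed within xanthophore-like, iridophore-like or neural crest-like cells, which had 29, 16 and 21 control cells. The medians therefore do not show a p53 response of pigment progenitors. The proliferation list had a median of -0.07 over all cells (percentile 62.4), -0.95 in epidermis-like and -0.57 in neuron-like cells. The galectin and migration list had a median of 0.29 (percentile 99.8), while the ratio of its summed CPM was 0.904 (0.879 to 0.929), the *N*-glycan branching list -0.26 (percentile 19.3), and the adhesion and matrix list -0.22 (percentile 12.4).

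By the size rule 741 genes were higher and 1083 lower in the mutant over all cells. With TMM scaling the counts were 980 and 720, so the share of higher genes went from 40.6% to 57.6%. Within classes the counts were 183 higher and 527 lower in epidermis-like, 213 and 300 in mesenchyme-like, 234 and 424 in neural progenitor-like, 275 and 645 in neuron-like, and 182 and 167 in retina-like cells. With TMM scaling the share of higher genes went from 25.8% to 48.0% in epidermis-like, 41.5% to 55.7% in mesenchyme-like, 35.6% to 65.6% in neural progenitor-like, 29.9% to 43.0% in neuron-like and 52.1% to 70.1% in retina-like cells. Some of the largest ratios rested on 1 cell. *gngt1* had 390 control UMIs and 0 mutant UMIs, but 99.2% of its UMIs lay in 1 cell, and 97.6% of *exorh* and 96.9% of *mipa* UMIs did so too. Among the 3 largest ratios in the other direction, *defbl2* had 0 control and 277 mutant UMIs, with 1.44% in 1 cell. *si:ch211-11c3.9* had 1 and 219 UMIs, with 15.5% in 1 cell, and *star* 8 and 820 UMIs, with 53.9% in 1 cell. In mesenchyme-like cells *and2* had 423 CPM in the control and 35.5 CPM in the mutant (ratio 0.0839, 0.0720 to 0.0973), and *and1* had 494 and 83.5 CPM (0.169, 0.152 to 0.187). A single control cell held 29.6% and 20.2% of their UMIs in that class, and without the cell with most UMIs of each gene the ratios were 0.127 and 0.229. *gch2*, a marker of the xanthophore-like class, had 12.8 and 84.5 CPM in epidermis-like cells, but 46.6% of its UMIs there lay in 1 mutant cell, without which the ratio went from 6.59 to 3.16 (2.31 to 4.39). It was also seen in neuron-like cells, which should lack it, at 10.6 and 138.3 CPM, so its level in epidermis-like cells is read as background.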

Values the study reported

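The study reported 6 clusters after it had integrated the libraries, 3 of which expressed combinations of pigment cell markers.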

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

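The ratio of *mgat4b* went in opposite directions in different classes, by intervals that excluded 1. It was lower in the mutant in epidermis-like (0.758), mesenchyme-like (0.780), neuron-like (0.718) and neural crest-like cells (0.640), and higher in muscle-like (2.25) and iridophore-like cells (8.22). The difference between classes was not tested, since there is 1 library per group. The value for iridophore-like cells rests on 1 control UMI and 15 mutant UMIs, with an interval of 1.26 to 346. In muscle-like cells there were 31 control and 222 mutant UMIs from 17 and 86 cells. Ratios without the cell with most *mgat4b* UMIs in each class were computed after these values had been seen. In neural crest-like cells, where 1 control cell held 22 UMIs, the ratio changed direction to 1.29 with an interval that included 1 (up to 2.17), and the intervals in mesenchyme-like (0.863, 0.683 to 1.09) and iridophore-like cells (6.16, 0.896 to 265) included 1. The epidermis-like (0.691, 0.536 to 0.888), neuron-like (0.849, 0.730 to 0.988) and muscle-like ratios (2.14, 1.46 to 3.23) kept their direction with intervals that excluded 1. Each class was scaled to its own UMI total, so scaling can move the classes by different amounts. Scaling, a different makeup of cells within a class and an effect of the mutation stay open, and none was tested.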

How the results depend on the processing

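Alternatives were compared with the main value by its 95% counting interval, or by a 1.5-fold range for counts of genes. Among the results that answer a comparison 177 alternative values stayed within that range, 69 moved and 5 reversed; among single genes and clusters, 462 stayed, 80 moved and 13 reversed. The alternatives chosen after the data had been seen are named in the processing summary. No paired analysis was possible because there is 1 library per group.

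The xanthophore-like excess kept its direction under each alternative run: the gate ratio was 3.06 when thinned to the median, and the cluster ratio was 3.04 under the stricter cell filter. The low-depth cluster stayed below 1 wherever it could be matched: 0.126 with the mutant drawn down, 0.476 at resolution 0.04, 0.100 at resolution 0.15 and 0.362 among cells of at least 1000 UMIs. No cluster matched it without the cell filter, under the stricter filter or without integration (cells in both clusters were 0.284, 0.402 and 0.312 of those in either): most of its cells lay in clusters that also held other cells, with ratios of 0.633, 4.48 and 0.643. The neural crest-like class got no name with the mutant drawn down. The epidermis-like class ratio was 0.881 under the stricter filter, 0.786 outside the low-depth cluster, 0.857 among cells of at least 1000 UMIs and 0.385 when tied clusters kept a name; the last follows from where that 1 cluster was counted.

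The *mgat4b* CPM ratio was 0.883 with TMM scaling, and the ratio of shares reversed to 1.01 when thinned to the median; the cause was not tested. Single genes and clusters that reversed were *rac2* (0.613) and *lgals1l1* (0.622) with means of per-cell CPM, the neuron-like cluster (0.801 under the stricter filter, 0.839 among cells of at least 1000 UMIs), the epidermis-like cluster 3 (0.667 under the stricter filter) and the myeloid-like class without a cell filter (0.489); the cause was not tested.

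The p53 response median over all cells was 0.61 with TMM, 0.53 without mitochondrial and ribosomal genes and 0.36 with means of per-cell CPM. The proliferation median reversed to 0.077 with TMM and was -0.0047 without mitochondrial and ribosomal genes and -0.021 with means of per-cell CPM. The adhesion and matrix median was -0.11 without doublets, -0.074 with TMM and reversed to 0.21 with means of per-cell CPM. The galectin and migration median was 0.48 without doublets, 0.44 with TMM and reversed to -0.25 with means of per-cell CPM. The summed CPM ratio of those genes, 0.904 in the main analysis and so below 1 while their median was above 0, was 0.955 without doublets, 0.947 without mitochondrial and ribosomal genes and 0.665 with means of per-cell CPM, and reversed to 1.002 with TMM; in epidermis-like cells it was 1.07 under the stricter filter, 1.29 with TMM and 1.199 with means of per-cell CPM. In neural progenitor-like cells it reversed to 0.687 without a cell filter, 0.574 under the stricter filter and 0.665 without doublets, and in neuron-like cells to 1.17 without doublets. List medians in neural progenitor-like cells also reversed. Across the alternatives the galectin and migration median (0.39 in the main analysis) ranged from -0.73 to 3.47. The *N*-glycan branching median there (0.26) ranged from -0.68 to 0.50. In epidermis-like cells the *N*-glycan branching (0.019) and adhesion (0.048) medians reversed with TMM. TMM moves all genes of a library alike. The median of all genes went from -0.149 to -0.0006 over all cells and from -0.137 to 0.045 in epidermis-like cells. The reversals with TMM are therefore not changes of these lists against other genes. The p53 response median in neuron-like cells reversed to 0.045 without a cell filter. The cause of the reversals without TMM was not tested.

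Counts of genes depended on the size rule. At a ratio of at least 1.5 there were 1496 higher and 3156 lower over all cells, 489 and 1424 in epidermis-like, 539 and 1011 in mesenchyme-like, 506 and 1115 in neural progenitor-like, 698 and 1610 in neuron-like, and 358 and 519 in retina-like cells. At 3 there were 292 and 215, 47 and 126, 71 and 72, 71 and 95, 89 and 174, and 62 and 21, in the same order. With a minimum of 20 UMIs there were 355 and 1097 in epidermis-like, 374 and 547 in mesenchyme-like, 404 and 941 in neural progenitor-like, 539 and 1180 in neuron-like, and 368 and 356 in retina-like cells. With TMM 980 were higher and 720 lower over all cells, 287 and 311 in epidermis-like, 288 and 229 in mesenchyme-like, 408 and 214 in neural progenitor-like, 370 and 490 in neuron-like, and 253 and 108 in retina-like cells. With means of per-cell CPM 984 were higher and 701 lower over all cells, and without mitochondrial and ribosomal genes 224 and 126 in retina-like cells. In neural progenitor-like cells 687 were lower without a cell filter and 1133 without doublets.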

Other observations

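The tests of *mitfa* outside the pigment classes, of the galectin and migration genes outside the epidermis and of the mix of pigment classes were chosen only after the result had been seen, as were the shares among cells of at least 1000 UMIs as an alternative. The rules that read the tests of all galectin and migration genes and of the keratins were written first and changed after their results had been seen.

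The number of clusters at the resolution of the study was 12 here. That is higher than the value quoted from the study above. With the mutant drawn down to the cell number of the control it was 11, so keeping all passing cells does not account for the difference. The cause was not tested. The names were rebuilt from other markers and from all passing cells.

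The cluster with a larger share of control cells is made of shallow barcodes, with a median depth of 0.0653 of that of the other control cells. If shallow barcodes were the whole cause, its shares were to meet among cells of at least 1000 UMIs. They stayed apart at 9.14% of control and 3.31% of mutant cells, a ratio of 0.362, which argues against that limit as the whole cause. The cells above the limit are still shallow for their library, and without integration 77.9% of its cells lay in a larger cluster with a ratio of 0.643. Its leading genes mix liver, hatching gland and epidermis transcripts. At resolution 1 there were 2 low-depth clusters, which went opposite ways. The largest, with *he1.1* and *he1.2* among its leading genes, held 31.3% of control and 3.19% of mutant cells (ratio 0.102, 0.0843 to 0.123). The other, led by *apobb.1*, *afp4* and *tfa*, held 2.82% and 4.35% (1.54, 1.13 to 2.10). Whether cluster 2 is a population or damaged cells and droplets of free RNA is open. Its relation to the depleted population of the study was not tested, because the labels of the study were not used here.

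The excess of xanthophore-like cells in the mutant is not accounted for by depth, since the gate ratio in thinned cells was 4.48. A different yield common to all pigment classes would leave their mix alike, but iridophore-like cells were 35.6% (21.9 to 51.2) of the iridophore-like and xanthophore-like cells in the control and 13.8% (10.5 to 17.7) in the mutant, a ratio of 0.389 (0.244 to 0.621), which argues against it as the whole cause. By marker gates that ratio was 0.373 in thinned cells and 0.483 when thinned to the median. A yield that differed between the classes stays open. Neural crest-like cells moved the same way as xanthophore-like cells. The melanophore gate is not separate evidence, because most cells that passed it lay in these same classes. In thinned cells 63.0% of them were neural crest-like and 33.3% xanthophore-like. At the median depth 21.7% were neural crest-like and 69.6% xanthophore-like, so the larger class depended on depth. The share ratio of iridophore-like cells, 1.49, had an interval that included 1, so their direction is not settled with 16 control cells, and with 1 library per group a yield that differed between classes and an effect of the mutation cannot be told apart.

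Different shares of epidermal cells are a candidate explanation for the galectin and migration genes, since epidermis-like cells held 23.3% of control UMIs and 16.1% of mutant UMIs. Of the 11 genes, 5 had a ratio nearer to 1 within epidermis-like cells than over all cells, and the genes went both ways, so for the list as a whole this stays open. With levels inside and outside the class held at those of the control, the change in epidermal UMIs alone would give ratios from 0.771 to 0.843 for the 6 genes with most of their UMIs in that class. Of these, *lgals1l1* (1.42) and *mmp9* (1.09) lay above the ratio so expected, *itga6b* (0.623), *lgals3b* (0.650) and *cxcl14* (0.779) below it, and *mmp30* (0.799) within its interval. With means of per-cell CPM the expected ratios of these 6 genes were 1.002 to 1.047. There *mmp9* (1.24) lay above, while *lgals1l1* (0.622), *lgals3b* (0.385), *itga6b* (0.673), *cxcl14* (0.672) and *mmp30* (0.841) lay below, with no interval. The places of *lgals1l1* and *mmp30* thus depended on the weighting of cells. For the other 5 genes the change in epidermal UMIs alone would give 0.846 to 1.07. By summed UMIs the ratios of 5 of 5 lay above what was expected, by a median of 0.93 on the log2 scale. This argues against epidermal shares as the cause of the summed ratios. With means of per-cell CPM the expected ratios of these 5 were 0.987 to 1.005. There *csf3b* (3.095), *lgals9l3* (2.01) and *rgs2* (1.25) lay above, *lgals9l1* was 1.08 and *rac2* lay below (0.613), with no interval, so the excess of the last 2 depends on the weighting of cells. There were 10 myeloid-like cells in the control and 56 in the mutant. Within that class *lgals9l1* (0.601, 0.438 to 0.839) and *lgals9l3* (0.583, 0.404 to 0.859) were lower in the mutant. Their higher summed ratios thus did not come from a higher level in that class. There *csf3b* (1.73) and *rgs2* (1.68) were higher, and the interval of *rac2* included 1. A different share of myeloid-like cells and an effect of the mutation stay open, and neither was tested.

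Keratin transcripts were seen at low levels outside the epidermis. Free RNA may explain this: in the 4 other classes with at least 50 cells per library the highest share was 1.26 times the lowest in the control and 1.61 times in the mutant, and the median share was higher in the control (0.131%) than in the mutant (0.0759%), as were the UMIs of epidermis-like cells (23.3% and 16.1%), though by number of cells the epidermis-like share was lower in the control. Over all non-epidermal named classes the highest share was 15.06 times the lowest in the control and 9.63 times in the mutant. Small classes and unequal depth keep this open.

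In the mutant library *mitfa* was also seen outside the pigment classes, for example at 37.6 CPM in mesenchyme-like cells against 7.17 CPM in the control. If this were free RNA with the makeup of the captured xanthophore-like cells, *mitfa* would be about the same part of *mitfa* and *aox5* UMIs in both. It was 90.6% (88.0 to 92.8) in the 5 classes with at least 50 cells and 11.7% (10.6 to 12.7) in xanthophore-like cells, which argues against that source. Among the named classes *mitfa* was highest in yolk or liver-like cells of both libraries, with 579 CPM in the control and 995 CPM in the mutant. The ratio was 1.72 with an interval that included 1 (0.902 to 3.61). That class had 2 control and 29 mutant cells and 0 *aox5* UMIs. Free RNA from other cells and transcripts from the injected construct stay open and were not tested; an effect of the mutation was not tested either.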
